# Arachidonic acid metabolism is elevated in *Mycoplasma gallisepticum* and *Escherichia coli* co-infection and induces LTC4 in serum as the biomarker for detecting poultry respiratory disease

**DOI:** 10.1080/21505594.2020.1772653

**Published:** 2020-06-03

**Authors:** Zhiyong Wu, Chunli Chen, Qiaomei Zhang, Jiaxin Bao, Qianqian Fan, Rui Li, Muhammad Ishfaq, Jichang Li

**Keywords:** Multiple respiratory diseases, metabolomics, arachidonic acid, leukotriene C4, biomarker

## Abstract

Outbreaks of multiple respiratory diseases with high morbidity and mortality have been frequently reported in poultry industry. Metabolic profiling has showed widespread usage in metabolic and infectious disease for identifying biomarkers and understanding of complex mechanisms. In this study, the non-targeted metabolomics were used on *Mycoplasma gallisepticum* (*MG*) and *Escherichia coli* (*E.coli*) co-infection model in serum, which showed that Leukotriene C4 (LTC4), Leukotriene D4 (LTD4), Chenodeoxycholate, Linoleate and numerous energy metabolites were varied significantly. KEGG enrichment analysis revealed that the metabolic pathways of linoleic acid, taurine and arachidonic acid (AA) were upregulated. To further characterize the consequences of co-infection, we performed an AA metabolic network pathway with metabolic products and enzyme genes. The results showed that the expression of LTC4 increased extremely significant and accompanied with different degree of infection. Meanwhile, the AA network performed the changes and differences of various metabolites in the pathway when multiple respiratory diseases occurred. Taken together, co-infection induces distinct alterations in the serum metabolome owing to the activation of AA metabolism. Furthermore, LTC4 in serum could be used as the biomarker for detecting poultry respiratory disease.

**Abbreviations:**

MG: *Mycoplasma gallisepticum;* E.coli: *Escherichia coli*; AA: Arachidonic acid; LTC4: Leukotriene C4; CRD: chronic respiratory diseases; KEGG: Kyoto Encyclopedia of Genes and Genomes; LTs: leukotrienes; PGs: prostaglandins; NO: nitric oxide; HIS: histamine; PCA: Principal Component Analysis; PLS-DA: Partial Least Squares Discriminant Analysis; CCU: color change unit; UPLC: ultra-performance liquid chromatography; MS: mass spectrometry; DEMs: differentially expressed metabolites; ELISA: enzyme-linked immunosorbent assay; SD: standard deviation; VIP: Variable importance in the projection

## Introduction

The primary pathogens of respiratory disease in poultry include *Mycoplasma gallisepticum* (*MG), Escherichia coli* (*E.coli), Avian influenza virus* and *Infectious bronchitis virus*, which have caused huge economic losses to the poultry industry worldwide [1–3]. Recently, outbreaks of multiple respiratory diseases with high morbidity and mortality have been frequently reported `^4^, ^5^]. Due to the intensification of commercial poultry production, the explosive multiple respiratory infections has become an urgent problem. However, the in-depth studies on multiple infections are still difficult to conduct because of the complexities of co-infection.

*MG*, the smallest pathogen that primarily causes chronic respiratory diseases (CRD) in poultry birds [6,7]. *MG* is often associated with co-infection outbreaks of other pathogens, which may due to a down-regulation of the host immune response by *MG* infection [8]. *Colibacillosis* infection caused by avian pathogenic *E.coli* (APEC) is also an economically important bacterial disease in poultry [9]. Respiratory diseases may be induced by various viral and bacterial agents, either alone or in combination [10]. Especially, *MG* usually infects birds along with co-infection of *E.coli* and viral pathogens [11]. It is therefore important to explore the mechanism of co-infection and conduct targeted drug therapy.

Although the multiple respiratory diseases are very complex in terms of pathogenesis and the relationship between inflammation, clinical disease and response to treatment, with significant improvements in analytics platforms and the reduction in costs, the mechanism for using ’omics to elucidate disease has grown exponentially in recent years [12,13]. A previous study reported the metabolite profiling combined with bioinformatics of *MG* mutants which could reveal the likely functions of virulence associated genes [14]. In addition, the application of copolymerization and canonical correlation analysis also identified a number of important conditional correlations between metabolites and transcripts of *E.coli* [15]. Moreover, Dai found the biomarkers of iron metabolism which facilitate clinical diagnosis in *Mycobacterium* infection [16]. In line with the development of ’omics, the discovery of biomarkers has greatly advanced the development of disease diagnosis and drug targeted therapy.

Breathing difficulties caused by airway inflammation in respiratory diseases are the main cause of poultry death, and the common substances which induce contraction of tracheal smooth muscle are mainly leukotriene (LT), prostaglandins (PG), nitric oxide (NO), histamine (HIS), etc [17–19]. NO was used to assess the underlying mechanisms of airway and lung inflammation for investigating asthma [20]. We previously demonstrated that co-infection of *MG* and *E.coli* triggers inflammatory injury involving IL-17 signaling pathway [21]. Furthermore, IL17A was reported that induce neutrophilic inflammation, airway hyperresponsiveness, steroid insensitivity and airway remodeling [22]. Previous studies have shown that co-infection with *MG* and *E.coli* could induce more severe inflammatory injury than individual infection. While, the role of metabolites in pathogenesis remains unclear.

There are no precedents for the screening of biomarkers or biochemical indicators in metabolomics for the study of poultry respiratory diseases. In this study, we conducted a non-targeted metabolomics to probe the metabolic changes in a co-infection (*MG* and *E.coli*) model. The purpose is to delve into the molecular mechanisms of co-infection and to identify specific biomarkers for poultry respiratory diseases. The emergence of biomarkers in the respiratory system can provide evidence for the pathological diagnosis of the poultry industry, and provide a more comprehensive basis for its prognosis and treatment options, thereby reducing unnecessary economic losses.

## Methods and materials

### Mycoplasma *strain and* E.coli

The strain R_low_ of *MG* was provided by Harbin Veterinary Research Institute (Chinese Academy of Agricultural Sciences, Harbin). The culture conditions and the detection of the density for *MG* were consistent with our previous study [23,24]. In short, modified Hayflicks medium containing 0.05% Penicillins, 0.1% Nicotinamide adenine dinucleotide, 10% freshly prepared yeast extract, 20% fetal bovine serum and 0.05% thallium acetate. *MG*, in its mid-exponential phase indicated by the color change of phenol red dye from red to orange, was used to challenge chickens at the density of 1 × 10^9^ CCU/ml (color change unit per milliliter) in the culture medium. The concentration of *E. coli* was adjusted to 10^9^ CFU/ml before infection.

## Experimental models establishment and grouping

Forty (1-day-old) White Leghorn chickens were purchased from Chia Chau Chicken Farm (Harbin, China) and were assigned randomly to four groups namely (A) Control group, (B) Co-infection group, (C) *MG* group, (D) *E.coli* group (10 chickens per group). The chickens were in healthy conditions, *MG* and *E.coli* (O78)-free and did not undergo vaccination and raised to the 7^th^ day in four separate environmentally controlled chambers. Meanwhile, the chickens were half male and female and each group was housed in a positive-pressure fiberglass isolator and provided with antibacterial-free balanced feed and fresh drinking water ad libitum. (A) Control group, Fed in the same environment and kept until the end of experiments. (C) *MG* group, the method of *MG* infection was constructed by left caudal thoracic air sac inoculation with *MG* R_low_ strain 0.2 mL (1 × 10^9^ CCU/ml) at 7^th^ day. (D) *E.coli* group, the *E.coli* infection model was injected at a dose of 0.1 ml *E.coli* (10^9^ CFU/ml) intraperitoneally at day 10. The Co-infection group (B): 0.2 ml of *MG* medium (1 × 10^9^ CCU/ml) was injected into the left caudal thoracic air sac at 7^th^ day, and 0.1 ml of *E.coli* bacteria (10^9^ CFU/ml) was injected intraperitoneally at day 10 [25]. Four methods were used to verify whether the three models were successfully established including PCR tests, serological tests, pathological observations and pathogen isolation as previously described [21,26].

## Sample collection

At 13^th^ day, 10 chickens from each group were humanely sacrificed to avoid pain and suffering of chickens. The lung and tracheal samples were collected from each groups for further experimental analyzes. RNA extracted by Trizol reagent (Invitrogen Inc., Carlsbad, CA) from lung tissue was utilized to construct the final library (BGISEQ-500 RNA-Seq Library) based on the manufacturer’s instructions. Library was validated on the Agilent Technologies 2100 bioanalyzer. GEO accession number is GSE130015.

Blood samples were collected from each group in a vacuum blood collection tube at 37°C for 1 h for solidification stratification. Then centrifuge at 3,000 rpm for 5 min, and take the supernatant to a clean centrifuge tube. Centrifuge at 12,000 rpm and 4°C for 10 min. The serum samples were collected and frozen at −80°C after liquid nitrogen quick freezing [27]. The present study was conducted under the approval of Laboratory Animal Ethics Committee of Northeast Agricultural University (Heilongjiang province, China) in accordance with Laboratory animal-Guideline for ethical review of animal welfare (GB/T 35,892–2018, National Standards of the People’s Republic of China).

## Non-targeted metabolomics study on serum of Control and Co-infection groups

16 serum samples of A and B groups were examined by the LC-MS system as follows. Briefly, an ACQUITY UPLC HSS T3 column (100 mm*2.1 mm, 1.8 μm, Waters, UK) was used for all chromatographic separations by an ultra-performance liquid chromatography (UPLC) system (Waters, UK). The column temperature was 50°C and the flow rate was 0.4 ml/min. The mobile phase of solvent A were water and 0.1% formic acid, and solvent B were methanol and 0.1% formic acid. The metabolites were eluted using the following gradients: 0～2 min, 100% phase A; 2 ~ 11 min, 0% to 100% B; 11 ~ 13 min, 100% B; 13～15 min, 0% to 100% A.

Mass spectrometry was performed on a high-resolution tandem mass spectrometer (MS) Xevo G2 XS QTOF (Waters, UK). The Q-TOF was operated in both positive and negative ion modes. The detailed parameters were as follows: the capillary voltages were set at 3.0 kV and 2.0 kV, respectively for positive and negative ion mode, the sampling cone voltages were set at 40.0 V. The MS data were acquired in Centroid MSE mode. The metabolomics in centroid mode range were set from 50 to 1200 Da and the scan time was 0.2 s. For the MS/MS detection, all precursors were fragmented using 20–40 eV, and the scan time was 0.2 s. The collected MS data was analyzed by using the commercial software Progenesis QI (version 2.2) (Waters, UK) and BGI’s (Beijing Genomics institute, China) metabolomics R software package metaX [28], and the metabolite identification was based on the database KEGG.

## Detection of biomarkers and biochemical indicators by ELISA

Six samples (serum, lung and trachea, respectively) from each groups were prepared for enzyme-linked immunosorbent assay (ELISA) kits in accordance with the manufacturer’s instructions (Kenuodi Biotechnology Co., Ltd. Fujian, China.). NO assay kit was purchased from Nanjing Jiancheng Bioengineering Institute (Nanjing, China). Four biomarkers and biochemical indicators activities were detected including LTC4, LTD4, HIS, NO. The lung and trachea tissue samples were prepared as mentioned previously [29].

## Statistical analysis

Data are presented as mean results ± standard deviation (SD). The significance was determined using one-way ANOVA followed by Dunnett’s T3 test and unpaired t test (parametric test). The data were analyzed by using the GraphPad Prism (version 5.01). The correlation network of potential metabolites was made by Metscape (MetScape v3.1.3) [30]. The box and bubble plots were made by MetaboAnalyst (MetaboAnalyst v4.0) [31].

## Results

### Arachidonic acid metabolism is activated in serum from Co-infection group

The serum samples were separated and collected by UPLC-QTOF/MS using positive and negative modes. The PCA (principal component analysis) and PLS-DA (partial least-squares discriminant analysis) of metabolites indicated that co-infection had a systemic metabolic profile different from that of control group (Figure 1a,b). Differentially expressed metabolites (DEMs) were screened in combination with univariate analysis of fold change and q-value. Screening conditions: 1) VIP ≥ 1; 2) fold change ≥ 1.2 or ≤ 0.8333; 3) q-value < 0.05. The intersection of these three conditions was obtained, and the cross ones were the DEMs (Totally 928 metabolites, including positive and negative modes). The results of the differential metabolites are presented as a Volcano plot (Figure 1.C). The metabolic pathways of the linoleic acid (3/4 metabolites), taurine and hypotaurine (4/6 metabolites), AA (14/31 metabolites) were activated significantly, which were found using MetaboAnalyst analysis (Figure 2.A). The complete data of pathways was recorded in Supplementary material 1.

**Figure 1.**
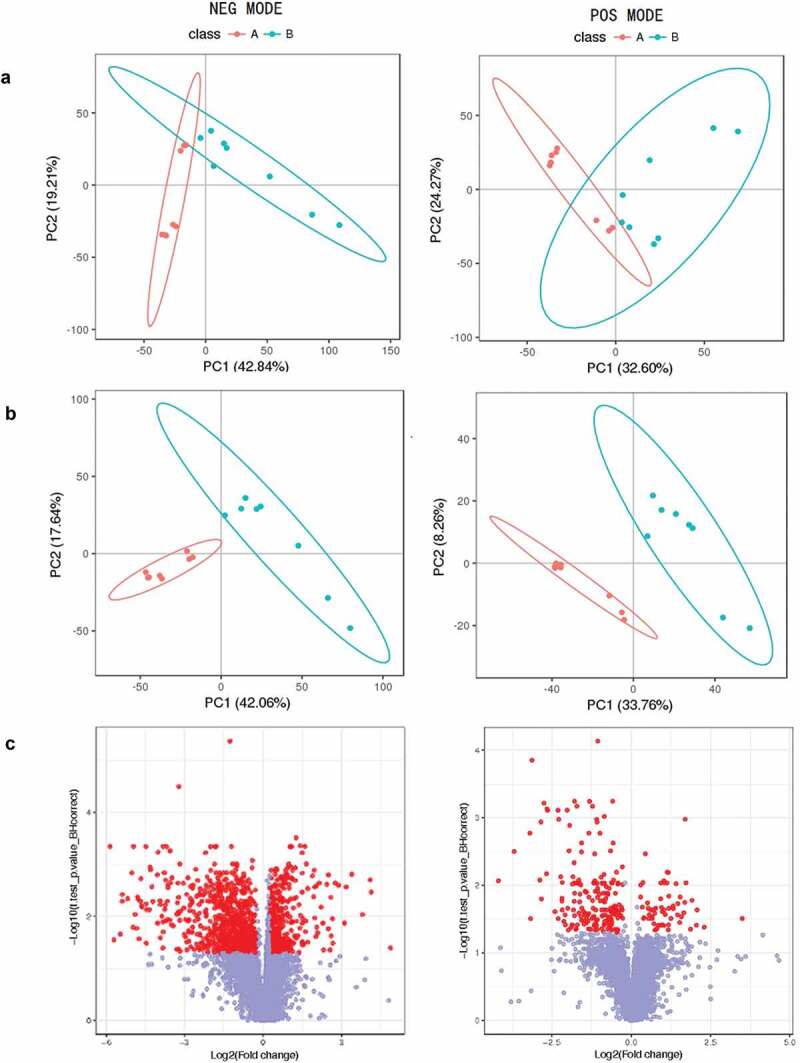
(a). PCA scores plots, (b). OPLS-DA scores plots, (c). VIP-plot of OPLS-DA for serum samples of the co-infection group (blue) versus healthy controls (red) in negative and positive ion mode (label 1, 2). Log2 (fold change) is the abscissa, and the negative logarithm of q-value is the ordinate in (C). The red points represent fold change ≥ 1.2 or ≤ 0.8333 and q-value < 0.05, and the remaining points are gray.

**Figure 2.**
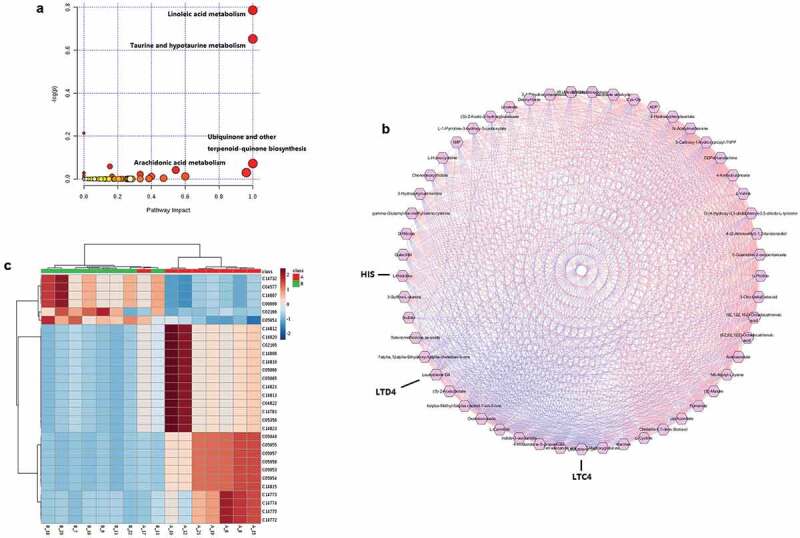
(a). Bubble plot of pathway analysis with MetaboAnalyst of potential metabolites in serum. (b). A correlation network of potential metabolites analysis with Metscape in serum. The regular hexagon indicate potential biomarkers, blue lines represent positive correlation, and red lines represent negative correlation. (c). The heat map of metabolites related to the arachidonic acid metabolic pathway.

## Correlation analysis of DEMs

The information of differential metabolites was substituted into Metscape for correlation analysis. Correlation calculator in combination with Metscape can also be used to discover the connectivity between metabolites where pathway information is not readily available. A correlation network of potential metabolites related to effects of co-infection was exhibited in Figure 2.B. Totally, 53 potential metabolites and the correlation table were found and shown in Supplementary material 2 and 3, including O-(4-Hydroxy-3, 5-diidophenyl)-3, 5-diiodo-L-tyrosine, Leukotriene C4, Leukotriene D4, Chenodeoxycholate, Linoleate and numerous energy metabolites. Correlation analysis of potential biomarkers and biochemical indicators might be valuable for understanding the pathological process of co-infection. According to the results of two metabolomics analysis methods, we selected the AA metabolic pathway and LTC4 for further studies.

## Changes in expression of arachidonic acid pathway-related products and genes

The metabolites heat-map is shown in Figure 2.C. Based on the expression of AA pathway products and the pathway information corresponding to the KEGG, we have drawn a complete AA pathway map with changes in expression, as shown in Figure 3. 14/31 metabolites in the co-infection-specific metabolic signature mapped onto their interconnecting pathways and the involved genes were also added to the map. The expression of related genes was screened from our previous RNA-seq results by the BGI data mining online website (http://report.bgi.com) as explained in previously [21]. 

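The RNA-seq data were obtained from lung tissue taken at day 13 from the 4 groups of White Leghorn chickens, with 3 libraries in the control group, 3 in the co-infection group, 3 in the MG group and 3 in the E. coli group. MG, a bacterium without a cell wall that colonizes the avian respiratory tract, was given as 0.2 mL of medium at day 7, and E. coli as 0.1 mL at day 10; the co-infection group received both. The paper gives 40 chickens, 10 per group, raised to day 7 before the inoculation, whereas the sample records give 80 chickens raised to day 10. Whether each library was made from the lung of one chicken or from several is not given in the sources used here. Each group was kept in its own isolator, so that a difference between isolators is shared by all libraries of a group. The paper describes no injection of the control group, so effects of injection or medium cannot be told apart from infection in comparisons with it.

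The authors deposited 1 FPKM value (fragments scaled to transcript length and to the mapped fragments of the library) per gene and library, to 2 decimals, for 18043 genes listed by NCBI Gene ID and symbol. The aligner, the tool that computed FPKM, the genome build and the annotation are not given in the sources used here. FPKM is already divided by gene length and by the mapped fragments of each library, so the sequencing depth is unknown and no counting error could be attached to a value. The summed FPKM per library ranged from 519374 to 562078, and 12592 to 13115 genes reached 1 FPKM. The 10 most abundant genes took 12.4% to 21.2% of the summed FPKM. Spearman's correlation between libraries of one group, across genes, lay between 0.984 and 0.994, and that between libraries of different groups between 0.900 and 0.973; genes are not independent replicates in these values.

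The 13527 genes with at least 1 FPKM in at least 3 of the 12 libraries were kept. Their values were transformed to log2(FPKM + 1) and all 12 libraries were fitted together in limma with one coefficient per group, a trend in the prior variance and Benjamini-Hochberg adjustment at 0.05. Fold changes below are on this log2(FPKM + 1) scale, which understates the change of genes near or below 1 FPKM. Between the co-infection and control groups, 8124 genes passed the threshold, 3706 of them higher and 4418 lower in the co-infection group. For 8440 genes, 62.4% of those tested, the 3 co-infection values lay all above or all below the 3 control values, which chance gives for 10% of genes. The alternative that moved the count most was to ask for a change of at least 2-fold as well, which left 1514 genes.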

The results showed that the expression of LTC4 S and ALOX5AP in co-infection was elevated significantly compared to control group, while the expression of CYP2C21 L and LTA4 H were decreased significantly, and the other genes showed no significant differences. 

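LTC4S was at 0.347 ± 0.064 FPKM (SD, n = 3) in the control group and 0.400 ± 0.295 FPKM (SD, n = 3) in the co-infection group. Its log2 fold change was 0.04 (standard error 0.14, adjusted p = 0.839 from limma), within the spread between libraries. The co-infection libraries read 0.25, 0.21 and 0.74 FPKM, so the mean rests on replicate 3, and without it the log2 fold change was -0.13. A second row, LTC4SL, was at 7.15 ± 1.11 FPKM (SD, n = 3) in the control group and 7.11 ± 1.14 FPKM (SD, n = 3) in the co-infection group; its name marks it as like LTC4S, and how reads were divided between both rows is not given in the sources used here.

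ALOX5AP (Gene ID 770904) rose from 16.8 ± 5.75 FPKM in the control group to 35.0 ± 4.67 FPKM in the co-infection group (SD, n = 3 each), a log2 fold change of 1.06 (standard error 0.21, adjusted p = 9.2e-04 from limma). Every co-infection library lay above every control library, which in an exact permutation test of 3 against 3 gives p = 0.1, the smallest two-sided p this design allows. With each replicate left out in turn its log2 fold change stayed between 0.79 and 1.28. LTA4H (Gene ID 417918) fell from 77.3 ± 4.80 FPKM to 38.0 ± 1.95 FPKM (SD, n = 3 each), a log2 fold change of -1.004 (standard error 0.06, adjusted p = 2.1e-07 from limma), and the range over the leave-outs was -1.06 to -0.98.

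CYP2C21L (Gene ID 100858007) was at 645 ± 167 FPKM in the control group and 448 ± 20.3 FPKM in the co-infection group (SD, n = 3 each), a log2 fold change of -0.49 (standard error 0.18, adjusted p = 0.035 from limma). This call was close to the threshold. It was no longer past it in 5 of the 6 fits that leave out 1 library nor without a filter on low values, and without control replicate 1, which read 823 FPKM, the log2 fold change was -0.30 (adjusted p = 0.138, in a range of 0.0073 to 0.138 over the alternatives). The related row CYP2C45 (Gene ID 414833) changed alike, by -0.49 (adjusted p = 0.048 from limma), and the authors' quantification could have divided reads between these rows.

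Among the other genes of the pathway map, EPHX2 (Gene ID 421999) fell from 12.9 ± 0.927 FPKM to 5.99 ± 0.276 FPKM (SD, n = 3 each), with a log2 fold change of -0.995 (standard error 0.06, adjusted p = 2.7e-07 from limma). Neither ALOX5 (Gene ID 423769; log2 fold change 0.08, adjusted p = 0.744 from limma) nor PTGS1 (Gene ID 427752; -0.21, adjusted p = 0.282) passed the threshold, although PTGS1 did, at -0.43, once control replicate 1 was left out (adjusted p = 0.0090, in a range of 0.0090 to 0.670 over the alternatives).

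**Figure D1:**
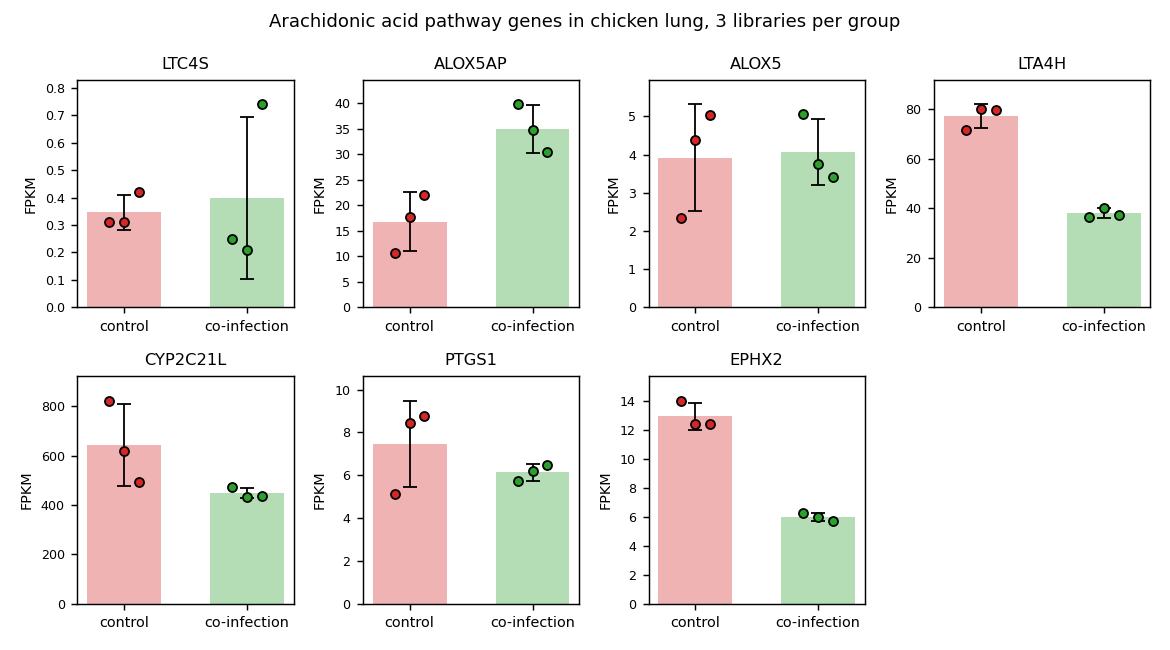
FPKM of 7 arachidonic acid pathway genes in lung, with 1 point per library, bars for the group mean and error bars for the SD (n = 3), on linear axes from 0. The control and co-infection libraries are apart for ALOX5AP, LTA4H, CYP2C21L and EPHX2, and overlap for LTC4S, ALOX5 and PTGS1.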

ALOX15 was not expressed in each group. 

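ALOX15 was not analysed here, because no row used here could be matched to the symbol, either directly or through the gene names of the RefSeq annotation of the assembly GRCg7b. One other row of the lipoxygenase family was near 0. Gene ID 425997, listed as ALOXE3 and named ALOX15B in that annotation, was at 0 FPKM in all 3 control libraries, at 0.02 FPKM in 1 co-infection library and 0 in the other two, at 0.02 FPKM in 1 MG library and 0 in the other two, and at 0.02 to 0.03 FPKM in the E. coli libraries. It was singled out after its values were seen. The depth of the libraries is unknown, so these values were not distinguishable from 0.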

Among the expression of metabolites, LTA4 and LTC4 were elevated significantly, and other metabolites decreased significantly.

**Figure 3.**
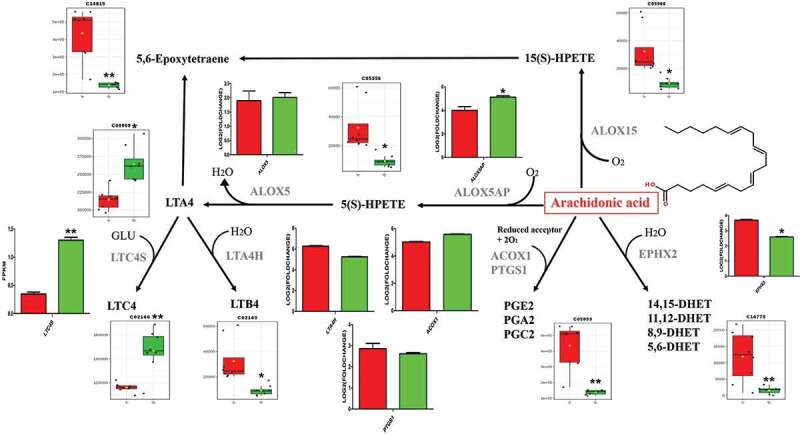
7 genes and 13 metabolites in the co-infection group metabolic signature mapped onto the arachidonic acid pathway (Arachidonic acid structure as shown in it). Relative expressions are shown as box (metabolites) and column (genes) plots, red for control group and green for co-infection group. The ordinate of the box plot is the ionic strength, and the ordinate of the column plot is Log2 (fold change) or FPKM (gene expression). Bars represent the mean ± SD. The values with star differ significantly (with “*”, 0.01 < P < 0.05) or very significantly (with “**”, P < 0.01) between Group A and B.

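On the log2 scale without a pseudocount, the mean of the log2 FPKM values of ALOX5 was 1.896 ± 0.59 (SD, n = 3) in the control group and 2.01 ± 0.29 (SD, n = 3) in the co-infection group. For ALOX5AP the means were 4.01 ± 0.54 and 5.12 ± 0.19, and for LTA4H they were 6.27 ± 0.09 and 5.25 ± 0.07 (SD, n = 3 each, control group first). The means of PTGS1 were 2.86 ± 0.43 and 2.62 ± 0.10, and those of EPHX2 3.69 ± 0.10 and 2.58 ± 0.07, in the same order. These are expression levels of each group; the fold change between the groups is the difference of both means.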

## The expression of LTC4, LTD4, HIS and NO in serum, lung and tracheal tissues by ELISA

To determine the biomarker of poultry respiratory disease, the concentrations of LTC4, LTD4, HIS and NO in the serum, lung and tracheal tissues were measured by using a sandwich ELISA. As shown in Figure 4, the expression of LTC4 and LTD4 were elevated extremely significant in the serum of co-infection group, while in the lung and tracheal samples showed no significant difference compared to other groups. The results of HIS indicated that the expression of co-infection group and *MG* group was higher than the other two groups in serum. Meanwhile in lung and tracheal tissues, the expression increased significantly only in the co-infection group Figure 4. (HIS). As shown in Figure 4. (NO), the expression of NO showed that there were no significant difference in any groups or tissues.

**Figure 4.**
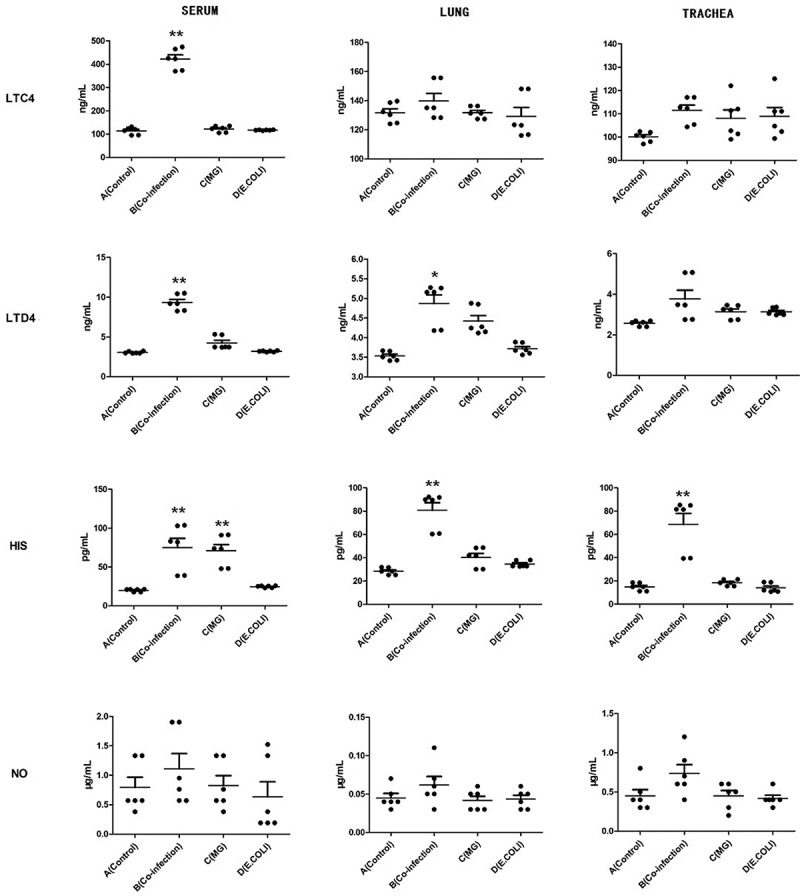
LTC4, LTD4, HIS, NO were detected by ELISA in serum, lung and tracheal tissues and performed with scatter plot. Bars represent the mean ± SD. The values with star differ significantly (with “*”, 0.01 < P < 0.05) or very significantly (with “**”, P < 0.01) between Group A and B.

## Discussion

In addition to the basis of our previous study of co-infection model, the non-targeted metabolomics was carried out to analyze infection mechanisms and biomarkers in-depth. Initially, Principal Component Analysis (PCA) and Partial Least Squares Discriminant Analysis (PLS-DA) were performed on the obtained data. PCA is a multivariate statistical analysis method that transforms multiple variables into a few important variables (principal components) by dimensionally reduction techniques [32]. The PLS-DA analysis method performs partial least squares transformation PLS on the data, and then performs linear discriminant analysis LDA. PLS-DA is a multivariate statistical analysis method widely used by metabolomics [33]. Next, the differentially expressed metabolites were screened using the VIP values of the first two principal components of the multivariate PLS-DA model in combination with univariate analysis of fold-change and q-value. Totally 928 metabolites (remove duplicates) were screened in this study, including positive (245) and negative (882) modes. Finally, we sought to combine the DEMs with biochemical indicators to provide a more global characterization of the metabolic consequences of multiple respiratory infections.

After signal path enrichment analysis, we found that the DEMs were significantly enriched in the metabolic pathways of the linoleic acid (3/4 metabolites), taurine and hypotaurine (4/6 metabolites), AA (14/31 metabolites). These pathways are important for anti-inflammatory and immune responses during infection [34,35]. Studies have shown that pathway impact greater than 0.1 means that the pathway has enriched, and greater than 0.4 means significant enrichment [36]. In our study, the pathway impact of AA was 0.54. Furthermore, the AA metabolic pathway is more closely linked to others and has the most diverse metabolite enrichment, so we delved into it. AA is a polyunsaturated fatty acid that is abundantly present in the phospholipids of cell membranes, which induces prostaglandins and leukotrienes, participating in the afferent and efferent limbs of the immune system during host defense and inflammatory responses [37]. In our co-infection model, the AA pathway was also activated obviously, but the specific changes need to be further clarified.

The previous studies showed that AA produces four metabolic products including leukotrienes (LTs), prostaglandins (PGs), the 15-lipoxygenase enzymes and the cytochrome p450 enzymes [38]. In this study, the data from non-targeted metabolomics was combined with the results of RNA-seq to map onto the AA metabolic network pathways according to the MAP00590 on KEGG. 

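A list of 60 genes was written before the data were examined by hand, from general knowledge of the enzymes of arachidonic acid metabolism, 9 of them named by the paper. The listed genes were matched to 50 rows of the table by symbol or by the RefSeq name of the Gene ID, and 41 rows passed the filter on low values. The median log2 fold change of the set was -0.08 and the mean 0.02, and limma's camera test, which asks whether the set moved relative to all other genes, gave p = 0.887 with a preset correlation of 0.01 and p = 0.909 with the correlation estimated from the data. The fry test, which asks whether the genes of the set changed in one direction without reference to other genes, gave p = 0.049 (lower), and in an exact permutation over the 10 splits of the 6 libraries of both groups 2 gave a fry p as small, the real one included (p = 0.2). Over the alternatives the camera p ranged from 0.528 to 0.998. Without the genes the paper names, fry gave p = 0.856 (p = 0.7 in the exact permutation) and 33 rows remained, of which 20 were changed in the co-infection group against the control group, 8 higher and 12 lower. Among all genes tested, 8124 of 13527 were changed, a similar share, so this count does not set the pathway apart from other genes.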

The results of the metabolites and related enzyme genes involved in the AA metabolic pathway indicated that the complete AA network visualized the changes in the AA pathway after co-infection. LTC4 was significantly increased by the action of the relevant enzymes. In contrast, other products such as PGs showed significant down-regulation or no significant difference. The previous research showed that the severity of eosinophilic inflammation correlated directly with LTC4, LTD4, and LTE4 concentrations and inversely with PGE 2 concentrations [39]. The significant difference between LTs and PGs provides direction for further research, which lead us to speculate that severe inflammation might form a pivotal condition for co-infection. Our results reflected the significance of LTs in the AA pathway, which may induce LTC4 as the biomarker for diagnosis or treatment.

The correlation analysis of DEMs also induced LTC4, LTD4, HIS etc. as the potential biomarker for detecting multiple respiratory disease infections. Researches showed that LTC4, LTD4, HIS and NO play a physiological role in controlling bronchial airway reactivity [40,41]. These biochemical indicators can be used as a key factor in the diagnosis of disease course. Therefore, in this study, we aim to identify specific biochemical indicators of respiratory diseases in poultry. The expression of LTC4 and LTD4 were elevated extremely significant in the serum of co-infection group, and the expression of LTC4 was significantly higher than LTD4. In addition, the results of HIS indicated that the expression of co-infection group and MG group was higher than the other two groups in serum, which may be due to histamine being released faster than leukotriene or the course of the disease [42]. According to the three infection models, the degree of respiratory infection was judged from histopathological results [21]. Our results showed that LTC4 in serum showed significant differences in the degree of infection, which could support rapid diagnosis and prognosis treatment for poultry farms.

With the development of high-throughput sequencing, the application of metabolomics has made breakthrough in various fields. The ’omics drive the rapid accumulation of quantitative data and knowledge of the molecular networks of disease, which increase the development and use of quantitative disease models to facilitate efficient and safe drug discovery [43]. Metabolomics analysis of the response of metabolites can understand the developmental process of the disease from the root cause, and then propose more optimized solutions. Through the analysis of the metabolic network, biomarkers related to the disease can be found, which is of great significance for the clinical diagnosis of the disease [44,45]. Hence, we explored the potential of LTC4 as a biomarker of co-infection and discuss how activating AA metabolism might extend inflammation.

In conclusion, our metabolic results demonstrate that AA metabolism is activated in co-infection of *MG* and *E.coli*. Furthermore, correlation analysis induce LTs and HIS as the potential biomarker. The AA network constituted by the related metabolites and genes expressions showed that the LTs pathway is directly proportional, and the PGs is inversely proportional to infection. It is recommended that LTC4 in serum acts as a biomarker for detecting poultry respiratory diseases. This study uses metabolomics to provide new insights into multiple infections and provides new biomarkers for diagnosis and treatment.

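Beyond the genes of Figure 3, the genes of a wider list of arachidonic acid enzymes that passed the threshold between the co-infection and control groups are given here. On the prostaglandin and thromboxane side, HPGDS (Gene ID 395863), which encodes hematopoietic prostaglandin D synthase, rose from 25.0 ± 5.50 FPKM to 106 ± 7.01 FPKM (SD, n = 3 each), a log2 fold change of 2.06 (standard error 0.13, adjusted p = 2.7e-07 from limma). The cyclooxygenase gene PTGS2 rose from 3.79 ± 0.175 FPKM to 7.92 ± 2.04 FPKM (SD, n = 3 each), a log2 fold change of 0.87 (standard error 0.15, adjusted p = 5.0e-04 from limma). TBXAS1, the thromboxane synthase gene, had a log2 fold change of 1.20 (standard error 0.16) and PTGES3 of 0.34 (standard error 0.05), while the carbonyl reductase gene CBR1 was lower at -0.63 (standard error 0.11). On the leukotriene side, the dipeptidase gene DPEP1 fell from 10.5 ± 2.55 FPKM to 3.56 ± 1.15 FPKM (SD, n = 3 each), a log2 fold change of -1.34 (standard error 0.19, adjusted p = 1.1e-04 from limma). LOC107054267, named DPEP2 in the RefSeq annotation of GRCg7b, had a log2 fold change of 0.86, and GGT7 of -0.43.

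Of the glutathione peroxidase genes, GPX1 was higher by 1.62 on the log2 scale and GPX2 by 1.23, whereas GPX3, GPX7 and GPX8 had log2 fold changes of -0.94, -0.66 and -0.99. The cytochrome P450 and epoxide hydrolase rows past the threshold were all lower, with log2 fold changes of -0.30 for EPHX1, -0.34 for CYP2J2L2, -0.38 for CYP2J2, -0.47 for LOC422528 and -0.60 for LOC101750603; the CYP2J rows are close relatives between which reads could be divided. The phospholipase gene PLA2G2E was higher by 0.58, a call that was not past the threshold without co-infection replicate 3 (0.44, adjusted p = 0.061) or control replicate 3 (0.44, adjusted p = 0.057), in a range of adjusted p of 0.0076 to 0.061 over the alternatives. From the metabolites together with the gene expressions, the paper concludes that leukotrienes go up and prostaglandins go down with infection. Its metabolites were measured in serum, whereas the values here are lung RNA. The prostaglandin and thromboxane genes listed above were higher in co-infection, except CBR1. Of the leukotriene genes listed above, DPEP1 and GGT7 were lower and LOC107054267 was higher. The listed genes thus do not all follow the paper's direction, and they do not measure the metabolites.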

## Supplementary Material

Supplemental Material Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

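Lung RNA of chickens was sequenced in 12 libraries, 3 from each of the control, co-infection, MG and E. coli groups, on the BGISEQ-500 platform. Samples were assigned to groups from the group letters and descriptions in the sample records and the paper's methods, and all 12 columns of the table were matched to a sample. The paper compares the control and co-infection groups for the genes of its pathway map; the libraries of the other two groups entered the same fit and are reported after the article.

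The authors deposited FPKM values, that is, fragments scaled to transcript length and to the mapped fragments of the library, 1 per gene and library, rounded to 2 decimals. The aligner, the quantification tool, the genome build, the annotation and any filter used before deposit are not given in the sources used here. Everything else was computed from these values. The table lists 18043 genes by NCBI Gene ID and symbol, none of which is at 0 in every library, and 54 rows repeat a symbol of another row; rows were therefore identified by Gene ID. Of the Gene IDs, 15161 (84.0%) were found in the RefSeq annotation of the assembly GRCg7b, which was used for names only.

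FPKM keeps neither the number of fragments nor the depth of a library. Low values were searched for the step that 1 fragment is worth, under several settings tried in turn. Under the setting kept, only 7 genes held values in at least 3 libraries that all lay within 15% of one level of at least 0.2 FPKM, too few to give the relative depth of the libraries. Precision was therefore judged only from the spread between the 3 libraries of a group. No pair of libraries in a group held the same values: between 0.414% and 0.850% of the genes kept were equal to 2 decimals.

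Genes with at least 1 FPKM in at least 3 of the 12 libraries were kept, which left 13527. Values were transformed to log2(FPKM + 1) and fitted with limma 3.58.1 (lmFit, then eBayes with a trend) in R 4.3.3, with one coefficient for each of the 4 groups and 8 residual degrees of freedom. The comparisons were co-infection, MG infection and E. coli infection against control, co-infection against each single infection, and the interaction, that is, the co-infection response minus the sum of both single responses on the log2 scale. P-values were adjusted by the Benjamini-Hochberg method over all genes kept, with a threshold of 0.05. Figures were drawn with matplotlib 3.10.9.

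Gene sets were tested with limma's camera, with a preset correlation between genes of 0.01, and with fry. For the pathway list, with and without the paper's genes, the p of each test was also compared with those of the 10 splits of the control and co-infection libraries, an exact permutation added after the results were seen. They were the list of pathway genes and 15 lists of genes typical of cell types, tissues and responses, written before the data were examined: macrophage, heterophil, mast cell and eosinophil, T cell, B cell, erythroid, type 2 alveolar epithelium, endothelium, ciliated airway epithelium, smooth muscle, skeletal muscle, liver, proliferation, inflammatory cytokines with the IL-17 pathway, and interferon response. A listed gene was matched by the symbol in the table or, failing that, by the RefSeq symbol of the Gene ID, and sets with fewer than 3 genes kept were not tested.

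Genes are named by a rule set before the data were examined: the genes the paper names for these data, the genes of the wider pathway list past the threshold between co-infection and control, for the same comparison the 5 largest rises and the 5 largest falls among genes past the threshold with groups that do not overlap and a mean of at least 1 FPKM, and the 3 genes with the smallest p for the interaction. Members of the lists may also be named. Any gene named outside this rule is said to be so.

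The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, rescaling to an equal 75th percentile, quantile normalization, only the 2 groups compared, the replicate number as a block, a fold change of at least 2 as well, a prior without a trend, each library left out in turn, and for the sets an estimated correlation and the list without the paper's genes. For the paper's genes the unpaired test of the paper's statistics section and an adjustment over the list alone were run as well.

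The limma step was tested on simulated data with the means and spreads of the 13527 genes, 200 of which were changed by 1 on the log2 scale in the co-infection group. For co-infection against control it recovered 94.5% of the changed genes with 17 false calls, and for the interaction 85.0% with 8 false calls.

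ALOX15 was left out because no row used here could be matched to it. One other gene of the study's figure is not reported here. Metabolite and ELISA measurements were not analysed here.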

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

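The regroupings, the scaling test and the dilution test were set before their results were seen. The tests of LTC4SL, of macrophages and of mast cells and eosinophils as explanations of LTC4S, and the way leukocyte entry was judged, were given their present form only after the values were seen. LTC4S, ALOX5AP, HPGDS and HSP25 were picked by hand for this section, also after their values were seen. Each group was housed in its own isolator, so an isolator cannot be told apart from its group in any result here. No injection of the control group is described, so injection or medium cannot be told apart from infection in comparisons with that group.

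The response to both bacteria differed from the sum of both single responses for 6527 of the 13527 genes (limma's interaction test with Benjamini-Hochberg adjustment), 2908 higher and 3619 lower than the sum. Of 100 random regroupings of the 12 libraries into 4 groups, the real one included, 1 gave as many genes, namely the real one. The largest count in the others was 2969. Regroupings put libraries of different groups together, so any difference between groups enters their spread. They argue against groups that do not differ at all, and cannot test the interaction apart from the other differences between groups. For the single infections the paper gives no RNA comparison with the control group. The single infections also stood apart from that group here: 4863 genes changed in MG infection and 4334 in E. coli infection. In each of these comparisons only the real one of the 10 splits of the 6 libraries gave as many genes (1 of 10), and the others gave at most 1 gene. A share of 10 splits is never under 0.1, so this test alone cannot exclude chance. Other values argue against it: the groups did not overlap for 49.5% of the genes in MG infection and 46.6% in E. coli infection, where chance gives 10%, although genes are not independent, and every correlation between libraries of one group (0.984 or more) was above every one between groups (0.973 or less). If a few genes took most of the total in the co-infection libraries, all other genes would be lowered there. The median interaction over all genes was -0.048 and rescaling to an equal 75th percentile gave 6687 genes, which argue against it. The 10 most abundant genes took 13.4% to 16.7% of the summed FPKM in the co-infection libraries, 12.4% to 19.4% in the control, 18.4% to 21.2% in the MG and 14.4% to 16.9% in the E. coli libraries. The interaction of the infections stays open as a biological explanation beside the isolators.

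LTC4S, the gene of the enzyme that makes LTC4, was higher in MG infection, which the paper does not report: 1.303 ± 0.084 FPKM (SD, n = 3) against 0.347 ± 0.064 FPKM in the control group, a log2 fold change of 0.77 (standard error 0.14, adjusted p = 0.0020 from limma). Each MG library was above every library of the other groups, and the log2 fold change stayed between 0.74 and 0.81 with each library left out. Against MG infection the co-infection group was lower by a log2 fold change of -0.74 (adjusted p = 8.3e-04 from limma). The interaction was -0.61 (adjusted p = 0.026 from limma), but 8 of 17 alternatives did not pass the threshold (adjusted p between 0.0035 and 0.118). The values are close to the filter of 1 FPKM at unknown depth. Reads moved from the related row LTC4SL to LTC4S might give such a rise. LTC4SL changed by a log2 fold change of -0.21 (adjusted p = 0.292 from limma), a fall of 1.13 FPKM beside a rise of 0.957 FPKM in LTC4S, and its SD in the control group alone was 1.11 FPKM, so this cannot be told apart from no change. More macrophages in the lung are argued against by the macrophage list, whose median log2 fold change in MG infection was -0.86, with 0 of 9 genes higher. Its most abundant genes CTSS and LY86 were at 127 and 60.2 FPKM against 231 and 98.2 FPKM in the control group. More mast cells and eosinophils stay open: the median of their list was 0.45, the mean -0.02 and the camera adjusted p 0.527 over 7 genes, whose most abundant gene FCER1G was at 24.8 FPKM in MG infection and 67.5 FPKM in the control group.

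ALOX5AP moved in opposite directions in both single infections, with log2 fold changes of -0.91 in MG infection (adjusted p = 0.0060 from limma) and 0.90 in E. coli infection (adjusted p = 0.0070), and its interaction was 1.07 (standard error 0.29, adjusted p = 0.010). Its co-infection level did not differ from that in E. coli infection (log2 fold change 0.16, adjusted p = 0.518). HPGDS, one of the 20 pathway genes outside the paper's list that changed in co-infection, had a log2 fold change of 2.06 there, but 0.08 in MG infection (adjusted p = 0.660) and 0.12 in E. coli infection (adjusted p = 0.514), and an interaction of 1.85 (adjusted p = 1.9e-05). More leukocytes in the lung are a candidate explanation. The median of the heterophil list was 2.19 in co-infection, 1.36 in E. coli infection and -0.40 in MG infection, the same signs as ALOX5AP. Of its 14 genes 10 were at 1 FPKM or more in the control group and 3 are also in another list, and its most abundant genes were LYG2, at 4273 FPKM in the control, 5662 in the co-infection, 3102 in the MG and 2863 in the E. coli group, and AVD, at 2077, 10935, 143 and 1399 FPKM in the same order. Both were thus lower than control in E. coli infection, where ALOX5AP was higher. In co-infection the rise of LYG2 (log2 fold change 0.40, adjusted p = 0.134 from limma) was not past the threshold, and CSF3R of the same list was unchanged (0.03). The other leukocyte lists did not move alike in co-infection, with medians of 0.13 for macrophages, 0.32 for B cells and -0.64 for T cells. The mast cell and eosinophil list, at 0.65, holds HPGDS itself. ALOX5 (0.08) and LTA4H (-1.004), which leukocytes also use, did not rise with ALOX5AP. Heterophil entry and a change of expression within cells cannot be told apart in whole lung.

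LTA4H and EPHX2 were not lower in co-infection alone. LTA4H had a log2 fold change of -0.53 in MG infection (adjusted p = 1.6e-04 from limma) and -0.10 in E. coli infection (adjusted p = 0.236). EPHX2 was at -0.31 in MG infection (adjusted p = 0.0037) and at -0.31 in E. coli infection (adjusted p = 0.0042). The fall of both in co-infection, and that of 12 pathway genes outside the paper's list, was set against a dilution of the resident tissue by cells that entered. That would lower all resident cell types alike. The median log2 fold change of the type 2 alveolar epithelium list was -0.69 and that of the smooth muscle list -0.73, but that of the endothelium list was 0.11 and that of the ciliated airway epithelium list 1.35 (10 of 10 genes higher). This argues against an equal dilution of all resident tissue. The ciliated list may depend on how much airway each sample held, so it cannot exclude a dilution of other tissue. A dilution of part of the tissue, loss of single cell types, and regulation stay open. The ciliated list was also higher in MG infection (median 1.54) and not in E. coli infection (-0.06); its most abundant gene FOXJ1 was at 3.29 FPKM in the control, 31.4 in the co-infection, 29.3 in the MG and 3.92 in the E. coli group, which may also follow from how much airway each lung sample held. That was not tested.

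HSP25, which the RefSeq annotation of GRCg7b names HSPB9, had the smallest interaction p of all genes with the pseudocount of 1, with an interaction of 8.95 (standard error 0.09, adjusted p = 1.2e-13 from limma). It was at 22.1 ± 1.70 FPKM in the control group, 6995 ± 332 in the co-infection group, 32.0 ± 2.31 in the MG group and 8.89 ± 0.187 in the E. coli group (SD, n = 3 each). The interaction stayed between 8.89 and 9.01 with each library left out. No technical explanation for this single gene other than the alternatives was tested, and no biological one.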

How the results depend on the processing

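All alternatives were set before the data were examined except the unpaired test per gene on log2 values. Counts of changed genes stayed within 1.5 times of the main count under the other settings, and the largest move came from asking for a change of at least 2-fold as well, which by its construction can only remove genes. It left 1514 genes for co-infection, 555 for MG infection and 301 for E. coli infection against control, 1495 for co-infection against MG infection, 1343 for co-infection against E. coli infection, 1581 for the interaction and 2 of the paper's genes (ALOX5AP and LTA4H). Among these the share of higher genes rose from 53.2% to 75.3% in MG infection and from 46.8% to 67.8% in E. coli infection. No rescaling moved the share of higher genes by over 10 percentage points.

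With each library left out in turn, the counts ranged from 7346 to 7978 for co-infection, from 3490 to 4353 for MG infection and from 3012 to 3924 for E. coli infection against control, from 7779 to 8054 and from 6653 to 7152 for co-infection against MG and E. coli infection, and from 5898 to 6349 for the interaction. The median log2 fold change of the pathway set stayed between -0.18 and -0.03 with a library left out, and between -0.18 and -0.003 over all settings. Camera called the set under no setting, while fry gave p = 0.049 (lower; p = 0.2 in an exact permutation over 10 splits). Its camera direction, lower in the main analysis, turned to higher after rescaling to an equal 75th percentile (median -0.11, p = 0.998) and without the paper's genes (median -0.0797, p = 0.976), where fry gave p = 0.856 (p = 0.7 in the exact permutation). Between 8 and 9 of the marker lists were past the threshold with a library left out.

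Camera with the correlation estimated from the data called none of the marker lists (0 of 15, against 9 with the preset 0.01); the number at an unadjusted p under 0.05 was 1, the interferon response list (p = 0.026). The estimated correlations were 0.25 to 0.91 for the 9 lists. Fry called 10 lists. The calls of cell lists therefore depend on how far the genes of a list are taken to vary together.

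Same-numbered libraries of different groups share only a number. Their deviations from the group means correlated between -0.17 and 0.29, over 0.1 in 7 of 18 pairs and in no comparison in every pair. With the replicate number as a block, 8071 genes passed for co-infection, 4832 for MG infection and 4276 for E. coli infection against control, 8527 and 7517 for co-infection against MG and E. coli infection, and 6529 for the interaction.

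Of 54 log2 fold changes and interactions of named genes, 46 kept their direction and their side of the threshold in every setting run for single genes. The 2-fold setting and the prior without a trend were run for counts only. The 2-fold setting drops every gene with a smaller change. CYP2C21L, CYP2C45 and PLA2G2E in co-infection against control and the interaction of LTC4S lost their calls in some settings, and PTGS1 gained one without control replicate 1. Direction changed only where nothing was called: ALOX5 against control was -0.06 without co-infection replicate 1 and -0.18 without control replicate 1, and LTC4S without co-infection replicate 3 was -0.13 against control and -0.00403 against E. coli infection. Without co-infection replicate 2 these were 0.13 and 0.26. The skeletal muscle list turned to higher without a filter (median 0.14, adjusted p = 0.798). Whether such changes of sign count was decided more loosely at first, after the pathway set was seen to lie near 0, and then corrected. LTC4S and 4 more rows dropped out under a mean of at least 5 FPKM, so that setting has no value for them. The alternative tool for counts was not run, since the values are FPKM. The sequencing depth is unknown, so nothing can be said here of what depth limits beyond the spread between libraries.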

Differences from the paper's values

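The columns of Figure 3 were compared with the means of the 3 libraries per group. The axis of 6 of them is labelled as a log2 fold change, and all 12 of their columns lay within 0.1 of the mean log2 FPKM of the control and co-infection libraries, so that they are set beside the values here on the log2 FPKM scale. On that scale none of the 12 differed. The column of LTC4S in the control group, on an FPKM axis, was about 0.34 in the paper's Figure 3, read by eye, and 0.347 here.

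For LTC4S in the co-infection group the paper's value is about 1.3 FPKM in Figure 3, read by eye, and the value here was 0.400 FPKM. No alternative set before the data were examined brought both together: 0.393 FPKM after rescaling to an equal 75th percentile, 0.412 FPKM after quantile normalization, 0.475, 0.495 and 0.230 FPKM without co-infection replicate 1, 2 and 3, and 0.400 FPKM without a filter, with only the 2 groups compared or with the replicate block, none of which changes a mean. The paper's error bar on that column is about 0.05 FPKM in Figure 3, read by eye. The standard error here was 0.170 FPKM and the SD 0.295 FPKM, and the standard error was 0.265, 0.245 and 0.020 FPKM without co-infection replicate 1, 2 and 3, 0.166 after rescaling and 0.200 after quantile normalization, so that no alternative came within 1.5 times.

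The legend of Figure 3 gives its error bars as SD. Of the bars that could be read, those of ALOX5 were about 0.33 and about 0.18, those of ALOX5AP about 0.30 and about 0.13 (control group first), that of PTGS1 in the control group about 0.24 and that of LTC4S in the control group about 0.04, all in Figure 3 and read by eye. The standard errors of the mean here were 0.34 and 0.17 for ALOX5, 0.31 and 0.11 for ALOX5AP, 0.25 for PTGS1 and 0.037 for LTC4S, whereas the SDs were 0.59, 0.29, 0.54, 0.19, 0.43 and 0.064. The drawn bars were nearer to the standard errors.

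The paper's text has LTC4S elevated significantly in co-infection. Here its log2 fold change was 0.04 (adjusted p = 0.839 from limma), and neither an alternative (adjusted p between 0.394 and 0.970) nor the unpaired test per gene called it. The text has CYP2C21L decreased significantly. Here it was past the threshold in the main comparison (log2 fold change -0.49), as in the paper. It was not under 6 of the 13 alternatives run for single genes, nor by the unpaired test per gene on the deposited or on the log2 values. ALOX5AP higher and LTA4H lower are directions that the text gives and that were also found here.

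The text does not list EPHX2 among the changed genes. It was past the threshold here (log2 fold change -0.995), in all 13 alternatives run for single genes and by the unpaired test per gene. The setting that asks for a 2-fold change as well, run for counts only, did not keep it. Its mean FPKM fell 2.16-fold, but its log2 fold change with the pseudocount of 1 fell just short. Figure 3 marks EPHX2 with a star, unlike the text, and has no star on LTA4H, which the text calls decreased.

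The paper's statistics section lists an unpaired t test beside an ANOVA and does not say which was used for the genes. With the unpaired test per gene on the deposited values, ALOX5AP, LTA4H and EPHX2 were past an unadjusted 0.05, and LTC4S and CYP2C21L were not. The same test on log2 values, chosen after seeing the values, gave the same calls.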

Other observations

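The tests of the LTC4S column were chosen only after its values were seen, and the heat-shock genes named below were picked by hand from a longer list with their values in view.

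The column drawn for LTC4S in the co-infection group of Figure 3 was compared with other values in the table. The libraries of the MG group had a mean of 1.303 FPKM, with a standard error of 0.048 FPKM, while the co-infection libraries had a mean of 0.400 FPKM and a standard error of 0.170 FPKM. Both the height and the error bar of the column lie nearer to the MG group, so the column may hold the MG libraries. An exchange of the co-infection and MG columns in the table is argued against by the other 6 genes of the figure, all 6 of which lie nearer to the co-infection mean than to the MG mean. The related row LTC4SL, at 7.11 FPKM in the co-infection libraries, is argued against by its level. Which values were drawn is not given in the sources used here.

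With the pseudocount of 1, the 5 largest rises in co-infection against control were HSP25 (log2 fold change 8.25), LOC107049120 (6.71), LOC768350 (5.17), LOC772158 (5.06) and CMBL (5.05). Their order depends on that choice: with a pseudocount of 0.1 LOC107049120 (9.67) was above HSP25 (8.30), and CMBL (6.34) above LOC768350 (5.43). Whether other genes would then enter the 5 was not tested. LOC107049120 was at 108 ± 5.59 FPKM (SD, n = 3) in the co-infection libraries and listed at 0 in all but 2 of the other 9 libraries. The 5 largest falls, also with the pseudocount of 1, were APLNR (-4.55), GNLY (-4.19), PI16 (-4.13), CA4 (-4.01) and LOC107052719 (-3.63). GNLY and LOC107052719 were also low in MG infection, at 2.23 ± 1.65 and 41.2 ± 1.10 FPKM against 71.2 ± 23.9 and 283 ± 20.5 FPKM in the control group (SD, n = 3 each), whereas CA4 was low in E. coli infection, at 12.6 ± 2.54 FPKM against 99.5 ± 27.4 FPKM. APLNR was at 1.41 ± 0.607 FPKM in co-infection and 54.4 ± 6.95 FPKM in the control group, while PECAM1 of the endothelium list was at 656 and 267 FPKM. After HSP25 the smallest interaction p values on this scale were those of LOC107049120 (6.76) and LOC772158 (5.55).

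Other heat-shock genes did not follow HSP25 alike. Mean FPKM in the control and co-infection groups was 276 and 1416 for HSPB1, 349 and 942 for HSPA5, 13.3 and 42.9 for HSPH1, 451 and 495 for HSPA8, 832 and 919 for HSP90AA1, and 73.7 and 52.1 for DNAJA1.

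Of the lists of marker genes, 9 of 15 were past the threshold in co-infection against control (camera with the preset correlation, Benjamini-Hochberg over the lists). Higher were the inflammatory cytokine and IL-17 list (median log2 fold change 2.41, 18 of 18 genes higher), heterophil (2.19, 14 of 14), ciliated airway epithelium (1.35, 10 of 10), interferon response (1.03, 13 of 13) and mast cell and eosinophil (0.65, 6 of 7). Lower were erythroid (-1.14, 2 of 11 genes higher), smooth muscle (-0.73, 0 of 9), type 2 alveolar epithelium (-0.69, 1 of 8) and T cell (-0.64, 0 of 11). The T cell call (adjusted p = 0.040) was the least stable of the 9 and was lost in 7 of 14 alternatives. The remaining lists were B cell (0.32), endothelium (0.11), macrophage (0.13), proliferation (0.43), liver (-0.39, with a mean of 0.12) and skeletal muscle (0.43, tested lower by camera). The erythroid list moved the other way in MG infection, with a median of 2.15 and 11 of 11 genes higher, and its most abundant gene HBAA was at 3574 FPKM in the control, 908 in the co-infection, 17954 in the MG and 5828 in the E. coli group. How much blood each lung sample held was not tested.

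Of the 2 rows listed under the symbol HPS5, one is named SAA in the RefSeq annotation of GRCg7b. It rose from 418 ± 153 FPKM in the control group to 8517 ± 3445 FPKM in the co-infection group (SD, n = 3 each), a log2 fold change of 4.35 (standard error 0.35, adjusted p = 1.4e-06 from limma), while the second row was at 8.90 and 7.27 FPKM.

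Co-infection also differed from each single infection, by 8527 genes from MG infection and by 7594 genes from E. coli infection. In both, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and all others gave 0; a share of 10 splits is never under 0.1, so this test alone cannot exclude chance. The groups did not overlap for 68.5% and 64.0% of the genes, where chance gives 10%, which argues against it. Of the 8124 genes changed in co-infection against control, 3282 were past the threshold in neither single infection; that the effects differ was not tested by this count. Across genes, which are not independent replicates, the fold changes of co-infection correlated with those of MG infection at 0.28 and with those of E. coli infection at 0.35. Groups without any change, simulated against the same control libraries, gave a median of 0.50 in each case from the shared control alone, but this is no reference for groups in which many genes changed. How much of the response is shared stays open.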
